# Reactive Oxygen Species Play a Role in the Infection of the Necrotrophic Fungi, *Rhizoctonia solani* in Wheat

**DOI:** 10.1371/journal.pone.0152548

**Published:** 2016-03-31

**Authors:** Rhonda C. Foley, Brendan N. Kidd, James K. Hane, Jonathan P. Anderson, Karam B. Singh

## Abstract

*Rhizoctonia solani* is a nectrotrophic fungal pathogen that causes billions of dollars of damage to agriculture worldwide and infects a broad host range including wheat, rice, potato and legumes. In this study we identify wheat genes that are differentially expressed in response to the *R*. *solani* isolate, AG8, using microarray technology. A significant number of wheat genes identified in this screen were involved in reactive oxygen species (ROS) production and redox regulation. Levels of ROS species were increased in wheat root tissue following *R*. *solani* infection as determined by Nitro Blue Tetrazolium (NBT), 3,3'-diaminobenzidine (DAB) and titanium sulphate measurements. Pathogen/ROS related genes from *R*. *solani* were also tested for expression patterns upon wheat infection. *TmpL*, a *R*. *solani* gene homologous to a gene associated with ROS regulation in *Alternaria brassicicola*, and *OAH*, a *R*. *solani* gene homologous to oxaloacetate acetylhydrolase which has been shown to produce oxalic acid in *Sclerotinia sclerotiorum*, were highly induced in *R*. *solani* when infecting wheat. We speculate that the interplay between the wheat and *R*. *solani* ROS generating proteins may be important for determining the outcome of the wheat/*R*. *solani* interaction.

## Introduction

The soil-borne pathogen, *Rhizoctonia solani* is a damaging necrotrophic fungus causing billions of dollars of losses to agriculture worldwide [1]. This pathogen has a broad host range and infects major crops including barley, canola, legumes, potato, rice and wheat. However, crop losses due to soil-borne pathogens are often underestimated and their economic importance is expected to continue to rise due to the increased implementation of reduced or no-tillage farming practices. *R*. *solani* is classified into fourteen reproductively incompatible anastomosis groups (AGs). One of these, AG8, is a devastating pathogen causing bare patch of cereals, brassicas and legumes [2, 3].

Despite significant efforts in many crops, identification of crop cultivars resistant to *R*. *solani* has proved to be elusive. The wheat Scarlet-Rz1 mutant initially showed promise of resistance against *R*. *solani* AG8 but the enhanced resistance was masked in the field [1]. One of the reasons that resistant cultivars are hard to identify may be because of the necrotrophic lifestyle of *R*. *solani*. Plant pathogenic lifestyles comprise of biotrophs that infect and require living tissue for their growth, necrotrophs that kill and then colonise dead tissue and hemi-biotrophs that have an initial biotrophic phase before switching to a necrotrophic phase. Significant progress has been made in our understanding of plant defence against biotrophic pathogens (reviewed by [4]) in comparison to necrotrophic pathogens. Whilst plants have evolved Resistance (*R*) genes to recognise pathogen encoded effectors and activate changes that leads to a hypersensitive response, it appears that fungal necrotrophs have utilised this recognition mechanism to promote cell-death and therefore pathogen infection and proliferation. Plant R-gene-like recognition genes have been found that recognise specific effectors from necrotrophic pathogens, but these are considered susceptibility genes as the defense response they activate promotes infection by the pathogen [5].

Plants require a different disease management strategy to combat necrotrophic pathogens, and some progress has been made with reports of specific hormones being important including JA, ET, ABA and SA [6, 7]. Reactive oxygen species have also been observed in necrotroph/plant interactions [8, 9] and are important players in basal defense through a mitogen-activated protein kinase (MAPK)- dependent pathway [9–12]. The production of reactive oxygen species (ROS) by the consumption of molecular oxygen during host–pathogen interactions is termed the oxidative burst. The most important ROS are singlet oxygen (^1^O_2_), the hydroxyperoxyl radical (HO_2_·), the superoxide anion O^.-^_2_, hydrogen peroxide (H_2_O_2_), the hydroxyl radical (OH^-^) and the closely related reactive nitrogen species, nitric oxide (NO). The NADPH respiratory burst oxidase homolog (RBOH) proteins are involved in the production of ROS, and show a role in plant resistance to the pathogens *Alternaria brassicicola* [13], *Phytophthora parasitica* [14], *R*. *solani* [15], *Magnaporthe oryzae* [16] and *Botrytis cinerea* [17, 18]. The potential role of ROS in effective defence of Arabidopsis to *R*. *solani* AG8 was also demonstrated by the *dsr1* mutant, which showed that mitochondrial generated ROS is required for resistance to AG8 [19]. Plants can have non-host resistance to specific necrotrophic pathogens and in *Arabidopsis thaliana* this may involve secondary metabolites including tryptophan-derived compounds such as camalexin and glucosinolates [20–22]. In addition, novel disease susceptibility factors for fungal necrotrophic pathogens in Arabidopsis have also been recently identified [23].

ROS production is not only observed in plant responses to disease. Necrotrophic fungi can also regulate intracellular levels of ROS for developmental and virulence. Fungal NADPH oxidases (Nox) are required for pathogenic development and this is consistent with the importance of ROS regulation in the successful pathogenesis of *Sclerotinia sclerotiorum*[24], *Botrytis cinera* [17], *Alternaria alternata* [25] and *Magnaporthe oryzae* [26]. The predicted primary role of Nox in virulence is the generation of spatiotemporal ROS spikes necessary for differentiation of structures such as appressoria and penetration hyphae [27]. In addition, pathogenic fungi have developed specialized, multi-faceted mechanisms to deal with the oxidative stress encountered *in vivo* during infection. The transmembrane protein, TmpL, which is required for infection of plants by the necrotroph *A*. *brassicicola*, is necessary for regulation of intracellular ROS levels and tolerance to external ROS [28]. The Cu/Zn superoxide dismutase (SOD) is involved in inactivating superoxide anions and the SOD gene from *S*. *sclerotiorum* was shown to be important in virulence and induced during plant infection [29].

Recently a number of studies have used gene expression analysis to study specific aspects of *R*. *solani* biology, including during sclerotia formation [30], the response to antagonistic bacteria [31], and during infection of different hosts looking at the plant [15] or pathogen side [32, 33] of the interaction. In this study we have investigated the interaction between wheat and *R*. *solani* AG8 and studied responses from both the plant and pathogen side. We found that a significant number of wheat genes identified in this screen were involved in ROS production and redox regulation. Biochemical staining also confirmed that ROS species were induced during *R*. *solani*/wheat infection. In addition, homologous genes to known ROS/redox related genes were identified from *R*. *solani* and, in some cases, their expression was shown to be affected during plant infection.

## Methods

### Maintenance of *R*. *solani* AG8

The *R*. *solani* isolate AG8 (WAC10335) was obtained from the Department of Agriculture and Food (www.agric.wa.gov.au). *R*. *solani* AG8 was grown on fresh potato-dextrose agar plates (PDA, Sigma-Aldrich, St Louis, MO) at room temperature for 1 week. Millet seeds were used for *R*. *solani* infection and storage. Moist millet seeds were autoclaved and inoculated with *R*. *solani* grown in PDA, at 22°C in the dark for 2 weeks, with occasional mixing. For longer-term storage, inoculated millet seeds were dried overnight in a sterile laminar flow hood and stored at -80°C.

### Wheat growth and *R*. *solani* infection

Two wheat cultivars have been used in this study; Wyalkatchem is a standard wheat cultivar commonly grown in Western Australia [34], and Chinese Spring is the reference cultivar used for the genome sequencing project [35]. *Triticum aestivum* cv Chinese Spring was sourced from Dr. Nicolas Taylor, University of Western Australia, Perth, Australia, and *T*. *aestivum* cv Wyalkatchem was sourced from CSIRO, Black Mountain, Canberra. Plants were grown in a growth cabinet at a temperature range of 21°C to 24°C, with a 16 hour light photoperiod (100 μM.m^-1^.sec-^1^) and were treated with *R*. *solani* AG8 or a mock treatment as described below.

Fine vermiculite was infected by placing four *R*. *solani* infected millet seeds on top of each 5cm x 5cm pot which was covered with foil, contained in a plastic bag for 1 week and left to grow at room temperature. Unsterilised wheat seedlings were germinated on damp blotting paper for one day (Zadoks growth stage GS05) and transferred to pre-colonised pots [36]. After 2, 3 and 4 days, root and shoot tissue from Chinese Spring wheat were collected (3 biological replicates for each tissue/time point; each replicate was taken from a separate individual plant)

For the pathogenicity studies, two-week-old Wyalkatchem and Chinese Spring seedlings were removed from vermiculite and rinsed in water to remove debris and the shoots were weighed for five plants from each cultivar. *R*. *solani* pathogenicity was scored by weighing the shoot mass on both Wyalkatchem and Chinese Spring seedlings with mock and *R*. *solani* treatment, 2 weeks post-infection. Five biological replicates were used for each treatment and Student’s *t*-test was performed on this data.

### Infection conditions for analysis of *R*. *solani* gene expression

Sterile nitrocellulose membrane (Immobilon 82mm, poresize 0.45μm, Millipore, Millipore.com) was placed on the surface of a PDA plate and 1 cm^2^ plug of inoculum from a prior PDA culture of fungus was placed on top of the membrane. The fungus was allowed to grow at 24°C for 1 week until it had almost covered the surface of the 8.5cm diameter nitrocellulose circle. Wheat seeds were surface sterilised in sodium hypochlorite solution (1.7% available chlorine) with shaking for 15 minutes and rinsed 3 times in sterile water. The seeds were added to a petri dish containing filter paper moistened with sterile water and transferred to 4°C for three days, then transferred to 24°C in the dark for 3 days to germinate (Zadoks growth stage GS07). The seedlings were removed from the Petri dishes and added to fresh plates containing 15 mL of minimal medium. The nitrocellulose membrane and attached mycelium was removed from the PDA plate and placed mycelium side down onto the wheat seedlings in minimal medium. The plates were incubated at an average temperature of 24°C for 4 days or 7 days with 16 hours of light (100 μM.m^-1^.sec-^1^) prior to harvesting. The membrane and attached mycelium was removed from the plates, leaving behind the wheat seedlings. The mycelium was peeled from the membrane, blotted dry and frozen in liquid nitrogen. Vegetative fungal samples were treated as above with the omission of wheat seedlings and sampled after 7 days.

### RNA/RT-qPCR/microarray experiments

RNA was extracted from Chinese Spring wheat roots, shoots, and *R*. *solani* AG8 tissue after 4 days and 7 days infection on minimal medium [37] using the Qiagen RNA easy kit following the manufacturer’s protocol (www.qiagen.com). cDNA synthesis and quantitative real-time PCR (RT-qPCR) to measure RNA expression was performed on a Bio-Rad CFX384 icycler based on a previously described method using SYBR green [38] with annealing temperature of 60°C. *R*. *solani* homologous genes were identified by BLAST analysis from the *R*. *solani* AG8 genome sequence [3] using the following sequences from other fungal pathogens; *Epichloe festucae noxA* gene for NADPH oxidase. GenBank: AB236860.1; *E*. *festucae noxB*, *ubc1* genes for NADPH oxidase: Genbank AB236861.1; *Magnaporthe grisea* NADPH oxidase isoform 1 gb|EF667340.1, *M*. *grisea* NADPH oxidase isoform 2, gb|EF667341.1.; *Penicillium marneffei* Cu Zn superoxide dismutase (*sodA*). gb|DQ413185.1; *S*. *sclerotiorum* 1980 superoxide dismutase (SS1G_00699) ref|XM_001598560; *S*. *sclerotiorum* 1980 hypothetical protein, ref|XM_001590428.1; *A*.*brassicicola* transmembrane protein 1 gb|EU223383.1. The *R*. *solani* locus for each identified gene include *noxA* (*RS*AG-8*G_00017*), *noxB* (*RS*AG-8*G_05263*), *noxC* (*RS*AG-8*G_07018*), *noxD* (*RS*AG-8*G_11665*), *TmpL* (*RS*AG-8*G_06411*), *SOD* (*RS*AG-8*G_07316*) and *OAH* (*RS*AG-8*G_03280*). Primers were designed against CDS regions using Primer3 software (http://bioinfo.ut.ee/primer3-0.4.0/primer3/) using default settings with product range between 100-300bp and are listed in S1 Table. The primer efficiencies for each primer pair for the cDNA samples used in this study was measured using LinRegPCR [39] and are listed in S1 Table. As the primer efficiency for all genes was close to the maximum efficiency of 2, the 2^ΔΔCt^ method was used [40]. Wheat EST sequences were extracted from the wheat TGI (The Institute for Genomic Research) database (ftp://occams.dfci.harvard.edu/pub/bio/tgi/data/) including sequences for GLP1 (TC307021), UGE1 (TC424515), TaPR10 (TC427284) and TaGlu (TC368669). ADP-ribosylation factor R has been previously shown to be an effective reference control for wheat genes [41] and thus was used in this study. The *R*. *solani* beta-catenin gene (*RS*AG-8*G_00890*) has been previously used as an internal reference gene for RT-qPCR and was seen to be stably expressed relative to rRNA under wheat infection conditions (data not shown) and thus was used in this study [3]. Statistical comparisons of treatments were performed using a Student’s *t-*test.

One microgram of total RNA from 4-day-old *R*. *solani* infected or mock treated wheat seedlings were sent to AGRF (Australian Genomic Research Facility, www.agrf.org.au) to hybridize using the Agilent Wheat Gene Expression Microarray (www.agilent.com) which contained glass slides formatted with four high-definition 44K probes (60mer oligonucleotides). Three biological replicates of each treatment was included. The content was pre-2008 release; sourced from RefSeq31, Unigene 53, TIGR 11 and TIGR TA5. This Agilent Wheat Oligo microarray with 37,826 probes is registered as GPL13636 in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI). All expression tag contig sequences used for the design of probes have been published online (KOMUGI, http://www.shigen.nig.ac.jp/wheat/komugi/array/probe/download.jsp).

### Bioinformatic analysis of microarray data

Functional annotations were derived from mapping the probes of the Agilent Wheat Microarray to the latest wheat transcriptome sequences (IWGSC MIPS v2.2) [42, 43]. Probe sequences were mapped to the transcriptome by BLAT (-fastMap) [44] and functional annotations were assigned to probes based on IWGSC MIPS v2.2 InterPro, Pfam and GO functional annotations assigned to transcriptome sequences. Results of this mapping is presented in S1 Dataset.

### ROS detection

Unsterilised one-day-old Wyalkatchem wheat seedlings (Zadoks GS05) germinated on wet filter paper were added to *R*. *solani* AG8 infected vermiculite or mock vermiculite and then grown for a further 3 days. Seedlings were removed from vermiculite and debris was rinsed off the plant. Whole seedlings were treated with 2mM Nitro Blue Tetrazolium (NBT, Sigma-Aldrich) in 20mM phosphate buffer, pH6.1 to detect O_2_^.-^. The seedlings were then rinsed in water to remove excess NBT and photographed using a digital camera (Nikon, D3200).

For H_2_O_2_ detection by 3,3'-diaminobenzidine (DAB) staining, seeds of Chinese Spring and Wyalkatchem wheat were sterilized in 5% hypochlorite, washed 3x in sterile water and placed on sterile filter paper to germinate. Five-day-old seedlings were then transferred to vermiculite that had been pre-treated with *R*. *solani* AG8-infested millet seeds or a mock treatment for seven days at 24°C until harvest. DAB staining was performed using non-acidified 3,3'-diaminobenzidine (Sigma-Aldrich) at a concentration of 1mg/mL, prepared according to the method of Daudi and O’Brien, [45]. AG8-infected and mock-infected wheat roots were gently washed to remove vermiculite and then stained for 30 minutes in DAB solution. Roots were washed in water to remove excess DAB before imaging using a digital camera (Nikon, D3200) oror using a dissecting microscope (Nikon, SMZ-10). Dissecting microscope images were taken at 30x magnification using AmScope software (www.amscope.com).

Biochemical H_2_O_2_ measurement was performed using the titanium sulphate (Sigma-Aldrich) treatment and O_2_^.-^ was measured by NBT. Measurement of NBT reduction, a method used for the determination of O_2_^.-^ was described by Doke [46] and the measurement of H_2_O_2_ by titanium sulphate was originally reported by Snell and Snell [47]. Approximately 100 mg of root tissue, not including 1 cm of root tips, were snap frozen in liquid nitrogen, and ground before suspending in 500 μL of 100 mM phosphate buffer, pH 6.8. The suspension was spun on a table top centrifuge at 14K rpm for 10 min. The homogenate was centrifuged at 19100 g for 5 min at 4°C and the supernatant was used for both H_2_O_2_ and O_2_^.-^ measurement. For the H_2_O_2_ measurement, 160 μl of the supernatant was mixed with 480 μL titanium sulphate solution (0.1% in 20% H_2_SO_4_) and the absorbance measured after 1 min at 410 nm. H_2_O_2_ content was calculated using the extinction coefficient 0.28 l mmol^–1^cm^–1^ and expressed as nmol/gFW [48]. For the O_2_^.-^ measurement, 160 μL of the supernatant were collected and mixed with 480 μL 0.05% NBT. The reaction of the NBT mixture was measured at 405 nm after 5 seconds. There were six biological replicates for each treatment. Statistical comparisons of treatments were performed using a Student’s *t-*test.

## Results

### Identification of wheat genes differentially expressed following *R*. *solani* infection

A growth cabinet based pathosystem between wheat and *R*. *solani* was modeled on work previously developed for *R*. *solani*/Arabidopsis interactions [49]. By day 4, the pathogenic effect of *R*. *solani* infection on wheat plants could be visualised, with stunted root growth (Fig 1).

**Fig 1:**
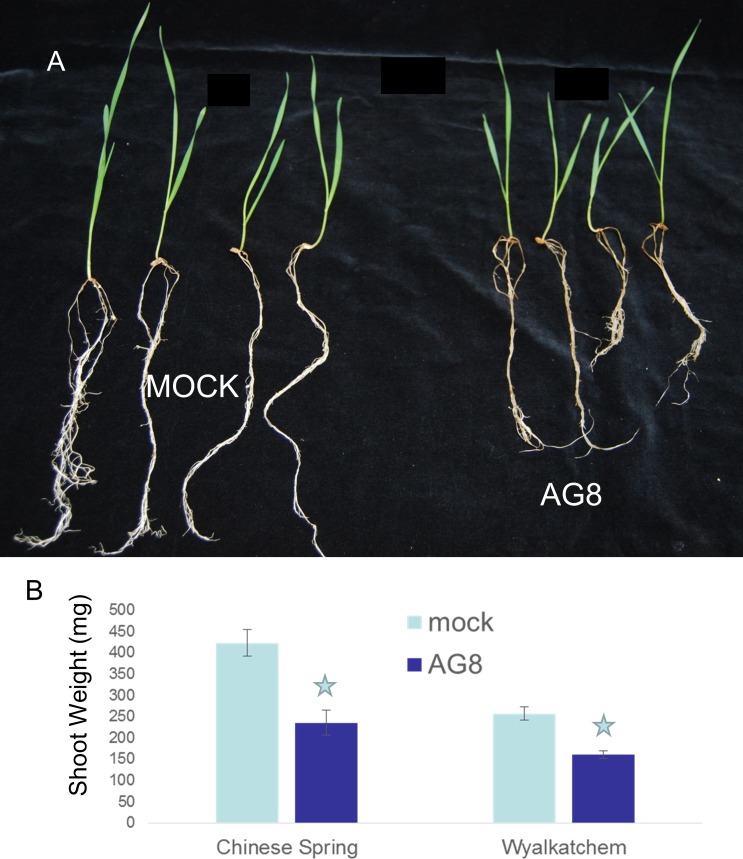
Symptoms of *R*. *solani* AG8 infection of wheat. A) *T*. *aestivum* cv Wyalkatchem seedlings photographed two-week post-infection with AG8 or mock treatment. B) Shoot weight of the wheat cultivars, Chinese Spring and Wyalkatchem following two-week post-infection with AG8 or a mock treatment. Stars indicates significant differences for mock vs *R*. *solani* infection (Student’s *t*-test, *P* <0.05).

RNA extracted from Chinese Spring wheat root tissue from day 4 post-infection with *R*. *solani* AG8 grown on minimal media was used to identify differentially expressed genes compared to mock treatment using DNA microarray analyses. 

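Root RNA of 3 AG8-infected and 3 mock treated samples of Chinese Spring, the cultivar of the wheat genome project, was labelled with the dye Cy3 and hybridised with 1 sample per array. The samples were taken on day 4. The paper gives a growth temperature of 21 to 24°C, while the sample labels give 22°C for growth and 16°C for infection. The 6 arrays lay on 2 slides. Slide 1 held infected replicates 1 and 3 and mock replicate 1, and slide 2 held infected replicate 2 and mock replicates 2 and 3. The authors deposited the scanner output of every array and a table of log2 values. In the scanner output, Agilent's Feature Extraction software had subtracted the background from each spot's intensity and had put a surrogate value in place of signals near or below background. For the values given here, these intensities were put on the log2 scale and the 75th percentile of each array was subtracted. Spots with an outlier flag, 2 to 15 per array, were left out, and the spots of each probe were averaged. No spot was saturated. Signals were well above background at 68.6%, 79.9% and 60.8% of the spots on infected arrays 1, 2 and 3, and at 64.4%, 66.7% and 60.6% on mock arrays 1, 2 and 3. The lowest signal was 321 on infected array 3 and between 10.6 and 46.8 on the other arrays. The interquartile range of the log2 signal was 4.46, 2.59 and 2.03 on the infected arrays and 5.09, 5.87 and 3.91 on the mock arrays. After the scaling, the median probe was 0.61 higher on the log2 scale in infected than in mock roots, and with quantile normalization between arrays the same median was -0.05. Fold changes are to be read against that shift. Infected and mock arrays were compared with limma's moderated test, with Benjamini-Hochberg adjustment over all probes. The number of arrays limits the precision, and an exact 2-sided permutation test of 3 arrays against 3 cannot give a p below 0.1. Where a probe was not well above background on any array of a group, its fold change is given as a lower bound. For the bound, each value of that group was raised to the lowest value among the probes well above background on the same array. Bounds depend on the scaling, and each is given with the 75th percentile, followed by the lowest over the scalings tried, which was that of normexp background correction with quantile normalization.

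**Figure D1:**
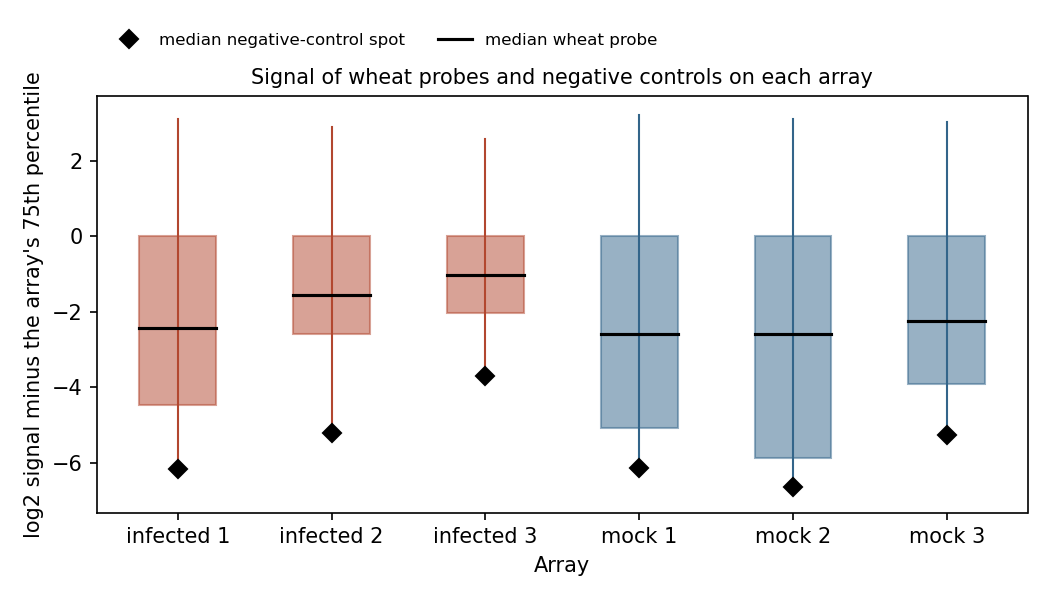
Log2 signal of the wheat probes on each of the 6 arrays after subtraction of the array's 75th percentile, with the median of the negative-control spots. The median negative control lies at -3.70 on infected array 3 and between -6.63 and -5.21 on the other arrays.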

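Outside the control spots, the scanner output holds 43803 spots for 43603 wheat probes, with 40538 distinct target identifiers (TIGR contigs, or the accession where no contig is given). The paper's reported number of probes is 37826. A further 1417 spots are controls, 153 of them negative controls that have no wheat target. The names in the scanner output are those of the array's design. Of the wheat probes, 816 could also be matched to a gene name in a reference table of the assembly IWGSC CS RefSeq v2.1, so the probes are named here by the scanner output and S1 Dataset.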

The arrays were obtained from Agilent Technologies, and have 44K, 60 mer probes which have been used to study various aspects of wheat biology [50, 51]. Bioinformatic analysis using a ≥2 fold change cutoff and adjusted p value ≤0.05 identified 83 genes that were induced and one gene that was repressed. 

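With limma, 39 probes passed this threshold as induced in infected roots and 0 as repressed. The lowest adjusted p among all probes was 0.0320. Each of the 39 probes was higher on every infected array than on every mock array, and all 39 were higher in infected roots on each slide. Over all probes, 20.5% had no overlap between the groups, 5163 of them higher and 3778 lower in infected roots, where chance gives 10%. At an unadjusted p under 0.05, 4138 probes were at least 2-fold higher and 106 at least 2-fold lower. The methods' t-test on these scaled values, which are not those of the deposited log2 table, gave 1471 and 85 such probes. After adjustment it gave 1 induced and 0 repressed probes. On the deposited log2 table the same t-test gave the paper's numbers, 83 induced and 1 repressed, and all 83 are listed in S1 Dataset. With quantile normalization it gave 87 and 1. Both of these settings were chosen only after the values were seen. With limma and no fold threshold, 84.1% of the probes with an unadjusted p under 0.05 were higher in infected roots. The share was 55.8% with quantile normalization and 49.5% with the median of each array subtracted. The number of induced probes moved most when infected replicate 1 was left out, to 13737, and it was 0 when any other array was left out. With the slide as a block, 0 probes passed, and 2092 higher and 81 lower probes had an unadjusted p under 0.05 and a 2-fold change. All of the 83 probes listed as induced in S1 Dataset were higher on every infected array than on every mock array, and higher on each slide. Their median log2 fold change was 2.32 (range 0.75 to 7.44), or 2.25 with the probes not detected on mock arrays at their bound, and 1.71 above the median of all probes. A fold change of at least 2 was found for 79 of them, an unadjusted p under 0.05 for 83, and an adjusted p at most 0.05 with that fold change for 16. Adjusted over the list alone, 79 passed, which is not independent evidence because the study chose the list on these samples. The highest adjusted p on the list was 0.311.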

A complete set of microarray data from this study was deposited with the GEO repository under the accession number GSE74671, and the differentially expressed genes are listed in S1 Dataset.

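The scanner output describes probe A_99_P465467 (target TC321610) as a phospholipase D of rice. Its normalized log2 signal was -4.64 ± 1.32 (SD, n = 3) in infected roots and -3.86 ± 0.51 (SD, n = 3) in mock roots. The fitted log2 fold change was -0.78 (standard error 0.71, adjusted p = 0.459 from limma), and the groups overlapped. The probe was well above background on 0 of 3 infected arrays and on 2 of 3 mock arrays. With this scaling no lower bound of the fold change can be given, since the detection limit of the infected arrays lies above the mean of the mock arrays, and the fitted values given here rest on signals near or below background. With each array left out in turn, the log2 fold change lay between -1.25 and -0.02. The probe passed the threshold with quantile normalization, at a fitted log2 fold change of -2.23 (adjusted p = 0.0119) and a bound of at least 1.62-fold lower, and over all alternatives its adjusted p lay between 0.0118 and 1. The 8 probes described as phospholipase D had a median log2 fold change 0.25 above that of all probes (adjusted p = 0.774 from limma's camera), and with quantile normalization this difference was -0.10.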

The only gene that was identified as being repressed (5-fold and *P* adjusted rate <0.05), was a gene homologous to phospholipase D that has been shown to play a role in regulating lipid metabolism and signalling, which can impact on hormone signalling pathways that mediate plant defence responses and abiotic stresses (reviewed by [52]). Of the 83 genes that were found to be induced (> 2 fold and *P* adjusted rate <0.05), a majority fell into the ROS/redox regulation area or were linked to detoxification, for example five induced genes displayed homology to germin, a gene that catalyzes the conversion of oxalate in the presence of O_2_ into H_2_O_2_ while a number of PR genes were also found to be induced (Table 1, S1 Dataset).

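The categories of Table 1 are given per probe in S1 Dataset, as the study assigned them. The 16 probes in the ROS/redox category had a median log2 fold change of 2.99 (range 1.23 to 5.07, median 2.91 with undetected probes at their bound), and 2 of them passed the threshold. For the 15 detoxifying probes the median was 2.48 (1.38 to 3.85) and 4 passed. The 6 PR probes had the highest median, 4.50 (1.74 to 7.44), or 3.65 with 2 undetected probes at their bound, and 4 passed. The medians were 2.53 for the 9 flavonoid probes, 1.60 for the 23 others and 2.23 (2.15 with bounds) for the 14 unknown, of which 1, 2 and 3 passed. The ROS/redox and detoxifying probes together are 31 of the listed probes (37.3%), and 6 of them passed. With quantile normalization all 31 passed. S1 Dataset infers 7 of the listed probes, with 6 distinct TIGR identifiers, to be germin. All 7 were higher in each infected array than in each mock array, with log2 fold changes from 1.23 to 4.76. Whole families, defined by words in the description of each probe, were tested against the other probes with limma's camera at a preset correlation of 0.01. Of 17 families, 16 had at least 5 probes, and 7 passed an adjusted p of 0.05. Relative to the median of all probes, the median log2 fold change was 0.82 for the 55 probes of PR proteins, thaumatins, chitinases and glucanases (adjusted p = 1.1e-05) and 0.64 for the 16 of phenylalanine ammonia-lyase (5.5e-05). It was 0.76 for the 24 of germin or oxalate oxidase (adjusted p = 0.00447), 0.76 for the 10 of malic enzyme (0.00630) and 0.18 for the 59 of glutathione transferase (0.0391). These 5 families lay above the median of all probes under every scaling tried for families. The common floor and the deposited log2 table were not tried for them. Subtracting each array's median instead cannot change a family's distance from the median of all probes, so it is no further test. Without infected replicate 1, glutathione transferase lay at -0.10 relative to that median, and the others stayed above it. The 403 ribosomal protein probes lay lower, at -0.63 (adjusted p = 2.1e-08), and did so under each of these scalings. The distance was smaller with quantile normalization (-0.28), normexp with quantile normalization (-0.26) and cyclic loess (-0.30). With the median of each array subtracted it was again -0.63, as it had to be. The 67 histone probes lay at -0.50 (adjusted p = 0.0468), but at 0.0043 with cyclic loess. The ribosomal protein and histone families had been included as families with no expected change. That both passed limits what the p-values of the 5 families above can show. The other families had an adjusted p between 0.138 and 0.774. With quantile normalization 9 families passed, among them cytochrome P450 (0.35 above the median of all probes, adjusted p = 0.00014) and peroxidase (0.15 above, 0.0429), which lay 0.10 below that median with the 75th percentile. Under fry, which does not set a family against the other probes, the 5 families that rose passed, and so did peroxidase (0.0339), laccase (0.0333) and cytochrome P450 (0.0195), while the ribosomal and histone families did not. With an estimated correlation none passed. Over all alternatives the adjusted p lay between 0.00014 and 0.697 for cytochrome P450, 0.0243 and 0.870 for peroxidase and 0.0333 and 0.984 for laccase. Without infected replicate 1, 2 families passed, the PR proteins and the ribosomal proteins. Proceeding from the number of ROS-related genes on the arrays, the paper goes on to measure ROS in infected seedlings.

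**Figure D2:**
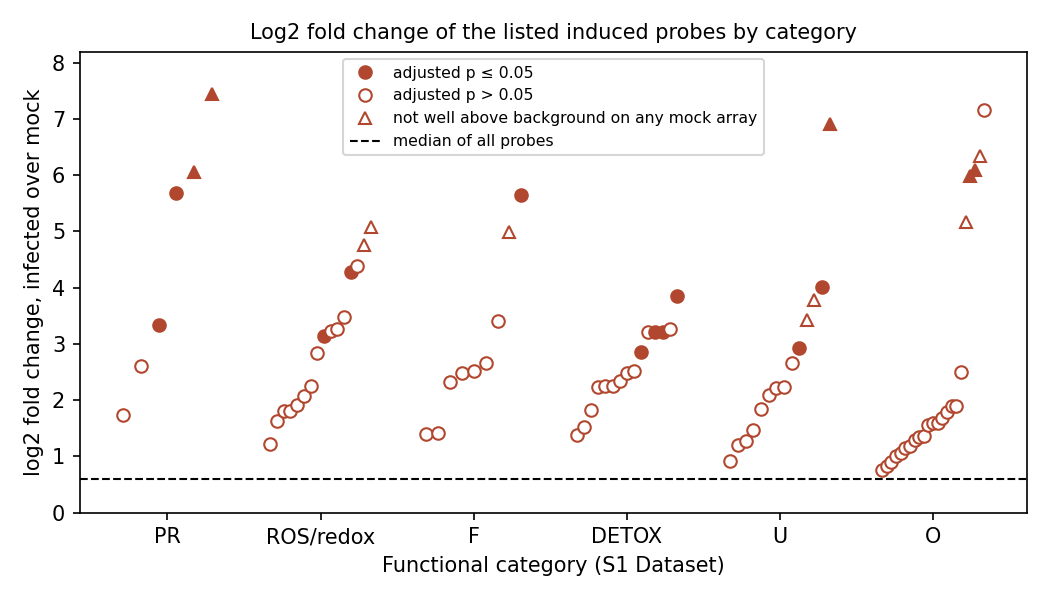
Log2 fold change, infected over mock, of each of the 83 listed probes by the category of S1 Dataset. The dashed line is the median of all probes. Filled points passed the threshold, and triangles are probes not well above background on any mock array. The category medians, which are not drawn, run from 1.60 for the others to 4.50 for PR.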

**Table 1:** List of number of wheat genes induced >2 in response to *R*. *solani* and categorised into functional subsets.

Functional Subset	Number of Genes
Detoxifying	15
Flavonoid	9
PR	6
ROS/redox	16
Others	23
Unknown	14

To confirm the expression of genes determined by the microarray experiment, four highly induced genes were tested for RNA expression over 2–4 days post-infection with *R*. *solani* AG8 in root and shoot tissue using RT-qPCR (Fig 2). Analysis of root tissue at day 4 following AG8 treatment showed high expression of germin (GLP1), UDP-glucose/galactose 4 epimerase (UGE1) and PR10 verifying the Agilent array data results and they were predominantly expressed in the root compared to the shoot. While *TaGlu* (Beta 1,3-glucanase), was strongly induced at Day 3, there was no significant induction at Day 4 in roots. The *TaGlu* gene sequence was derived from the draft wheat genome sequence but did not produce a perfect match, suggesting other family members in wheat may be contributing to the microarray results.

**Fig 2:**
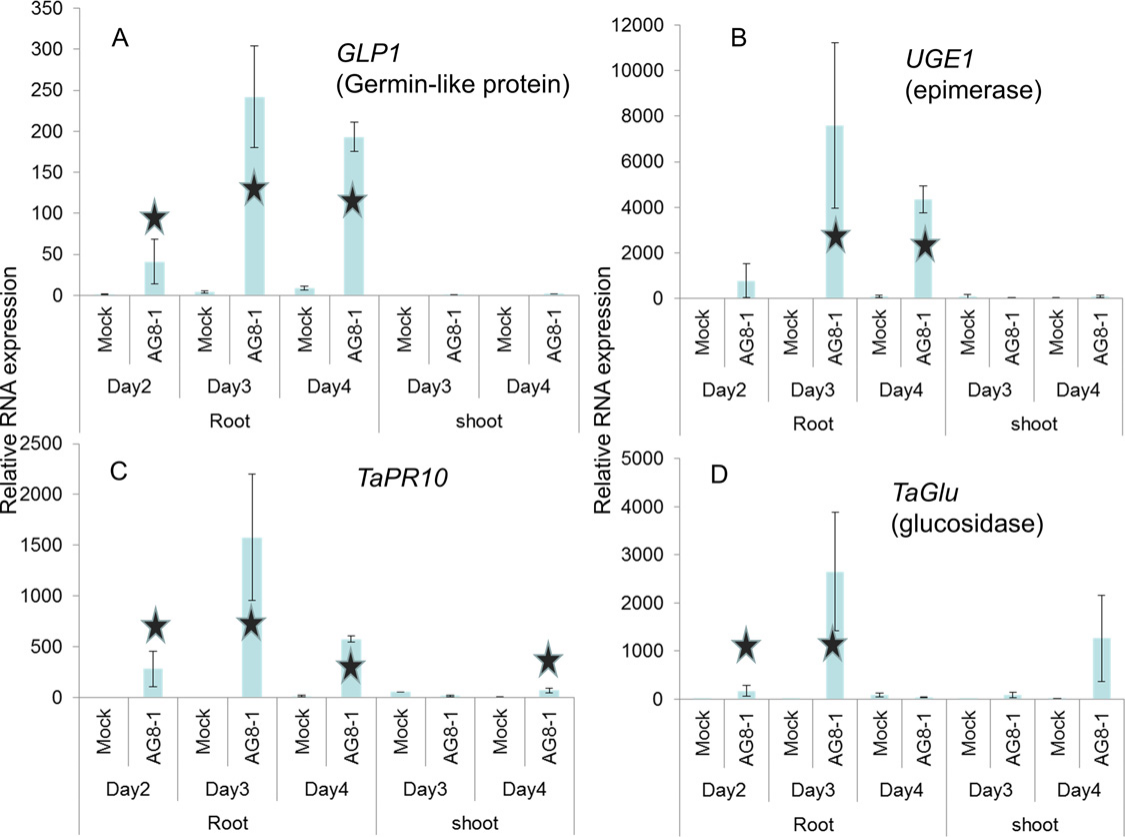
Analysis of selected wheat genes in response to *R*. *solani* AG8 using RT-qPCR. One day old wheat seedlings were infected with *R*. *solani* AG8 for 2, 3 or 4 days, and RNA from root and shoot tissue were tested for relative RNA expression for A) *GLP1* (Germin), B) *UGE1*, C) *PR10* and D) *TaGlu* (glucan endo-1,3-beta-glucosidase GII precursor). RNA expression was normalised to the ADP-ribosylation factor R wheat gene. Stars indicates significant differences for mock vs *R*. *solani* infection (log transformed Student’s *t*-test, *P* <0.05).

### The interaction between *R*. *solani* and wheat resulted in the production of ROS

As a number of ROS-related genes were identified from the array, it was of interest to determine the ROS status of the wheat plants during *R*. *solani* infection. Infected seedlings and controls were stained with DAB to measure H_2_O_2_ or NBT to measure O_2_^.-^. In both cases more ROS were seen in the AG8 treated seedling compared to mock (Fig 3A, 3B and 3C). Mock plants had detectable O_2_^.-^ expression in their root tips, and this was extended to the whole root when the seedling was infected by AG8. However, it should be noted that neither of the techniques used to measure ROS could distinguish between ROS produced by the plant and/or the infecting pathogen.

**Fig 3:**
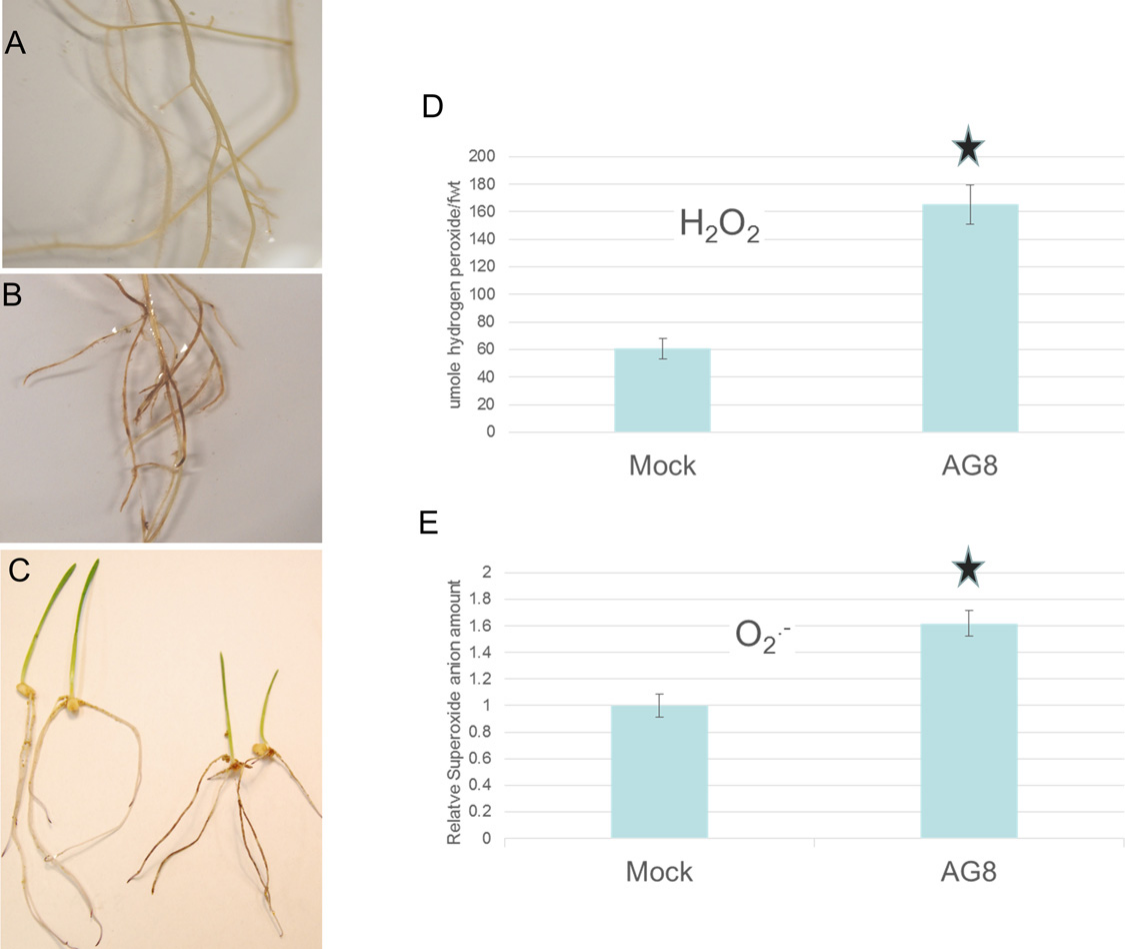
ROS measurement in *R*. *solani* infected wheat. A) Roots of wheat seedlings that were mock infected and stained with DAB, B) Roots of wheat seedlings that were *R*. *solani* AG8 infected and stained with DAB, C) Wheat seedlings infected with mock (left side) or *R*. *solani* (right side) and stained with NBT, D) Biochemical analysis of mock and *R*. *solani* treated wheat roots using titanium sulphate to measure H_2_O_2_. Units are expressed as μmol hydrogen peroxide/fwt and the AG8 treated plants were shown to be significantly different to mock treated (Student’s *t*-test, *P* <0.05) E) Biochemical analysis of mock and *R*. *solani* treated wheat roots using NBT to measure relative superoxide anions per fresh weight. The relative superoxide anion amount was shown to be significantly different to mock treated (Student’s *t-*test, *P* <0.05).

Biochemical analysis also supported the increase of ROS when wheat plants were infected with *R*. *solani* AG8. H_2_O_2_ and O_2_^.-^ were measure by NBT and Titanium sulphate treatment as a colourmetric assay. As shown in Fig 3D and 3E, both H_2_O_2_ and O_2_^.-^ levels are increased by the *R*. *solani* A8-1/wheat interaction at similar induction rates.

### Expression of ROS related genes in *R*. *solani*

Given the response in wheat to *R*. *solani* AG8 infection involved both the induction of a number of ROS-related genes and increases in ROS, it was of interest to analyse ROS related responses in *R*. *solani*. ROS related genes were identified in *R*. *solani* by nucleotide/protein blast searches from previously characterised fungal genes involved in ROS. Seven *R*. *solani* ROS-related homologous genes were identified from the coding regions of the *R*. *solani* genome [3]; *noxA*, *noxB*, *noxC*, *noxD*, *TmpL*, *SOD* and *OAH*. Fig 4 shows the relative expression of each *R*. *solani* gene following infection in wheat using RT-qPCR. The four *nox* homologous genes did not show any change in expression and the *SOD*-homologous gene was repressed whilst those homologous to *TmpL* and *OAH* showed significant induction compared to *R*. *solani* AG8 growing vegetatively (Fig 4).

**Fig 4:**
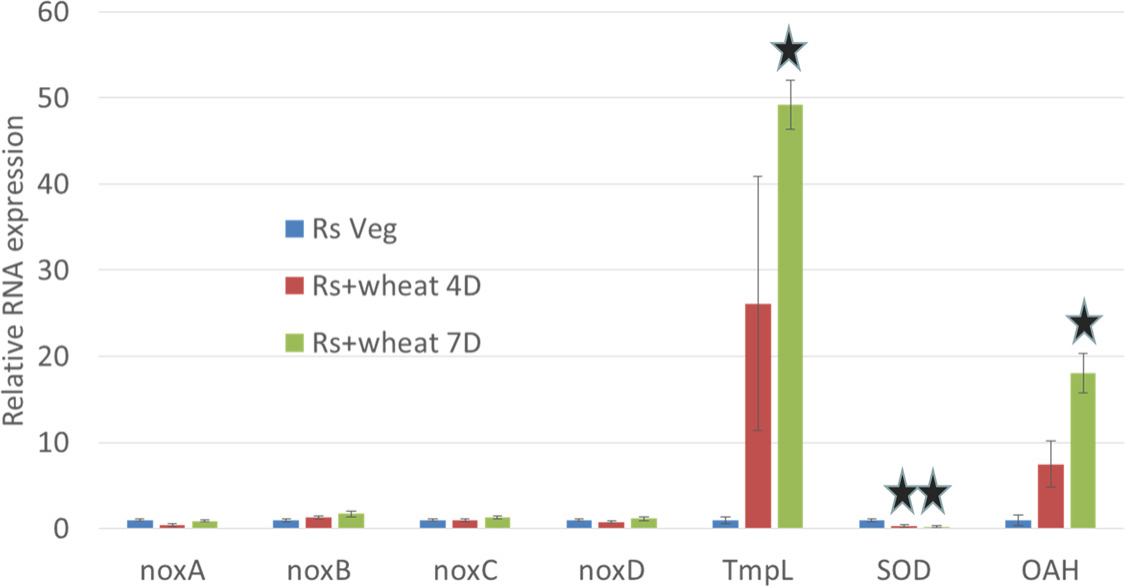
Analysis of *R*. *solani* genes using RT-qPCR in response to wheat infection. Three day wheat seedlings were infected with *R*. *solani* AG8 for 4 or 7 days, and RNA from *R*. *solani* adjacent to the wheat was extracted. Relative RNA expression of *noxA*, *noxB*, *noxC*, *noxD*, *TmpL*, *SOD* and *OAH* was measured. RNA expression was normalised to the *R*. *solani* ribosomal protein gene. Stars indicates significant differences of infection vs vegetative R. solani (Student’s *t*-test, *P* <0.05).

## Discussion

*R*. *solani* is a pathogenic fungus that causes physical changes including stunted root growth of the host, transcriptional changes and ROS production. Using differential expression analysis between non-infected and *R*. *solani* infected wheat, 83 genes were identified that were induced and 1 gene that was repressed. 

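The number of induced probes did not move with the fold threshold, at 39 with a fold change of at least 1.5 and 39 with at least 4. With an adjusted p of at most 0.01 in place of 0.05 it was 0, with 0 repressed probes in each case. The 39 probes have 37 distinct target identifiers. Of the 39, 37 were well above background on every infected array and 18 on no mock array. A description other than unknown is given for 30 of them. With quantile normalization, which called 199 induced and 6 repressed probes, 31 of the 39 passed as well.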

Reduced number of differentially expressed genes were detected using the *R*. *solani* AG8 and Chinese Spring wheat Agilent arrays compared to other systems such as the Arabidopsis/*R*. *solani* AG8 (resistant– 7 days post infection) Affymetrix analysis, where 501 genes were identified that were induced and 205 genes were identified that were repressed using similar stringency criteria [15]. In addition, the Arabidopsis/*R*. *solani* AG2-1 (susceptible– 7 days post infection) Affymetrix analysis identified 357 genes that were induced and 229 genes that were repressed [15]. It remains to be determined if there are fewer wheat than Arabidopsis genes affected by *R*. *solani* infection or the wheat probes used in the Agilent array do not accurately reflect the full scope of all wheat genes. It was of interest to note that the genes that were tested for RT-qPCR expression were found to be induced at a higher rate than that seen in the microarrays, suggesting that the microarray may have limitations with regards to sensitivity. 

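On the wheat arrays, 20852 of the probes (47.8%) were well above background on all 6 arrays and 6989 on none. A probe above background on no array gives no information on the expression of its gene in infected or mock roots. In simulated data with 200 changed probes and the residual spread of these arrays, limma recovered 21.5% of the changed probes with 3 false calls, and the methods' t-test 13.5%, also with 3. These shares hold for the fixed sizes of change that were simulated. The noise was drawn independently for each probe, and the high floor and narrow range of some infected arrays were not simulated. The shares are therefore not the sensitivity of the real arrays.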

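On the arrays, 10 probes stood for the genes tested by RT-qPCR: 1 each for UGE1, TaPR10 and TaGlu, found by the TIGR identifiers in the methods, and 7 for germin. No probe of the scanner output or of S1 Dataset names the identifier given for GLP1, so every probe inferred to be germin was taken and none is called GLP1. Of the 10, 3 passed the threshold, and with quantile normalization 10. On the mock arrays, 3 of the 10 were not well above background on any array, so that the arrays give only a lower bound for their fold change.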

Alternatively, because wheat has a hexaploid genome, mRNA expression from other homologs may be masking gene expression changes and therefore RNA sequencing may be required to uncover homolog specific differences in gene expression in response to *R*. *solani*.

Twenty wheat genes were identified from the wheat microarray that were induced greater than ten-fold, and sixteen of these genes show homology to genes with known functions or which have been previously associated with specific conditions such as biotic stress. These included genes homologous to the pathogen-related (PR) genes such as *TaPR5* (thaumatin-like), *TaPR10* and *TaGlu* (glucan endo-1,3-beta-glucosidase GII precursor). 

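With limma, 31 probes passed the threshold with a fitted fold change over 10, and 11 of them are listed in S1 Dataset. A description other than unknown is given for 24. On the mock arrays, 18 of the 31 were not well above background on any array, and the lower bound of the fold change is over 10 for 9 of these 18. With such probes at their bound, 22 of the 31 were over 10-fold, 11 of them listed, and under the other scalings 8 to 19 of the 31 were. The 31 probes include A_99_P038229 (target TC307774), described only by a wheat cDNA clone, which had the largest fitted log2 fold change of all probes. It was 5.44 ± 0.59 (SD, n = 3) in infected and -2.49 ± 1.12 (SD, n = 3) in mock roots and was well above background on 2 of 3 mock arrays. Further probes with large changes were A_99_P264371, at least 29.7-fold higher in infected roots (lowest over the scalings 8.73), A_99_P210426, described as a glucan endo-1,3-beta-D-glucosidase of wheat, at least 24.0-fold higher (6.80), and A_99_P531552, at least 15.0-fold higher (4.56). None of these 3 was well above background on a mock array. In S1 Dataset, the paper's fold change is over 10 for 20 listed probes, of which 18 have an inferred function. Here 18 of the 20 had a fitted fold change over 10, or 17 with undetected probes at their bound, 11 passed the threshold, and 10 were not well above background on any mock array.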

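The PR10 probe A_99_P490192 (TC427284) had a normalized log2 signal of 1.98 ± 0.42 (SD, n = 3) in infected and -5.46 ± 1.21 (SD, n = 3) in mock roots. It was not well above background on any mock array, and was at least 57.8-fold higher in infected roots (lowest over the scalings 17.3, log2 fold change 7.44, standard error 0.65, adjusted p = 0.0497 from limma). The TaGlu probe A_99_P167814 (TC368669) was at 0.09 ± 0.29 in infected and -5.97 ± 0.64 in mock roots and was likewise below detection on all mock arrays. It was at least 15.6-fold higher (lowest over the scalings 4.78, log2 fold change 6.06, standard error 0.39, adjusted p = 0.0320). By RT-qPCR the paper found TaGlu not significantly induced in roots on day 4, the day of the arrays. It proposes that related wheat genes may add to the array signal. Of the thaumatin-like (PR5) probes, A_99_P491592 was at 1.44 ± 0.32 in infected and -4.24 ± 0.82 in mock roots, with a log2 fold change of 5.68 (standard error 0.47, adjusted p = 0.0459), and 1 of 3 mock arrays was above background. The other, A_99_P244946, was above background on all arrays, and its log2 fold change of 2.60 (standard error 0.29) had an adjusted p of 0.0736. It passed with quantile normalization. In each of the 4 probes every infected array was higher than every mock array. The 3 that passed did so no longer when any array other than infected replicate 1 was left out.

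**Figure D3:**
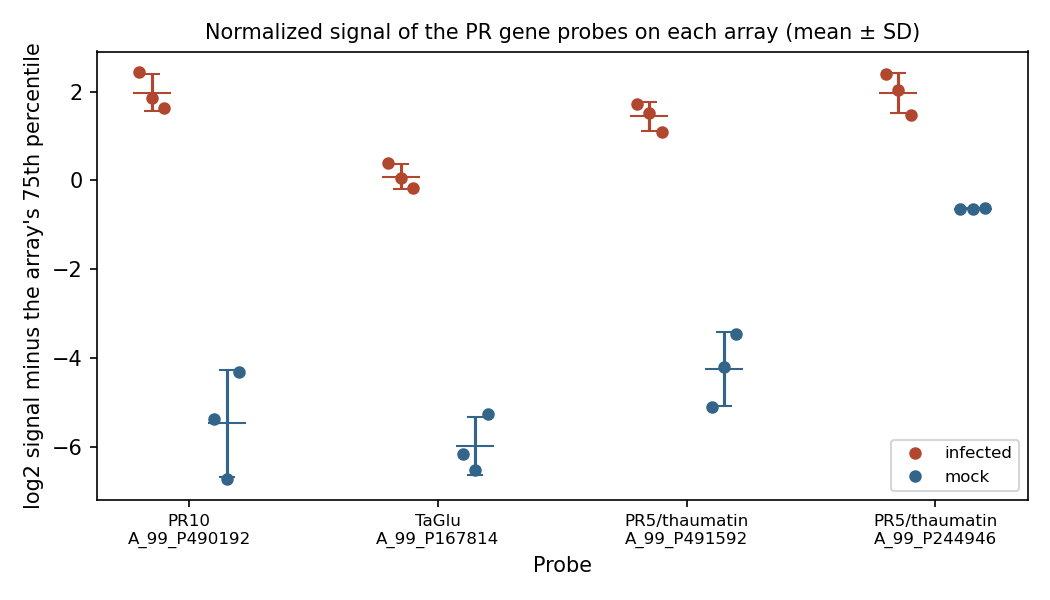
Normalized log2 signal of the PR10, TaGlu and PR5 probes on each array, with the mean and SD of the 3 infected and the 3 mock arrays. Every infected array lies above every mock array for each of the 4 probes.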

The *PR5* and *PR10* genes have been previously shown to be induced during stripe rust infection [53, 54] although the induction was significantly less than what was observed with *R*. *solani* infection. 

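The UGE probe A_99_P154422 (TC424515), which S1 Dataset maps to a transcript of the long arm of chromosome 2B, had a normalized log2 signal of 3.47 ± 0.59 (SD, n = 3) in infected and -3.69 ± 1.11 (SD, n = 3) in mock roots. The log2 fold change was 7.16 (standard error 0.64). Its adjusted p of 0.0505 from limma was just above the threshold, and it passed with quantile normalization. Of the mock arrays, 1 of 3 was above background.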

The second most abundant gene was identified as a homolog to UDP-glucose/galactose 4 epimerase (*UGE*), which may have a role in energy production (glycolysis) or inositol production for sequestering phosphate away from bacteria/fungi. Multiple genes from the glucosyltransferase family were identified as being induced during the *R*. *solani* infection. 

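Of the probes S1 Dataset infers to be glucosyltransferases, A_99_P309551 rose most, with a log2 fold change of 5.65 (standard error 0.39, adjusted p = 0.0320 from limma). It was well above background on all arrays, at 3.78 ± 0.61 (SD, n = 3) in infected and -1.87 ± 0.37 (SD, n = 3) in mock roots. The log2 fold changes of A_99_P376327 and A_99_P305341 were 3.41 and 2.48, with adjusted p of 0.0646 and 0.0542. Both passed with quantile normalization, and A_99_P376327 was above background on 1 of 3 mock arrays. Over the 115 probes described as glucosyltransferase or glycosyltransferase, the median log2 fold change was 0.09 above that of all probes, and the family did not pass with the 75th percentile (adjusted p = 0.528 from limma's camera) but did with quantile normalization.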

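Probe A_99_P326361 (TC383235), which S1 Dataset infers to be an ornithine decarboxylase, had a normalized log2 signal of 1.05 ± 0.49 (SD, n = 3) in infected and -5.30 ± 1.27 (SD, n = 3) in mock roots. No mock array was above background for it. It was at least 30.5-fold higher in infected roots (lowest over the scalings 9.12, log2 fold change 6.35, standard error 0.69), with an adjusted p of 0.0709 from limma. The probe passed with quantile normalization.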

Glucosyltransferase genes have been associated with detoxifying mycotoxins in other fungi Ornithine decarboxylase is required for *Parastagonospora nodorum* virulence in wheat [55], and the fungal pathogen *Fusarium graminearum* may exploit the induction of ornithine as a cue for mycotoxin production during wheat infection [56]. Agmatine coumaroyltraserase has been shown to be the first step of biosynthesis of an antifungal derivative in barley [57]. 

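S1 Dataset infers no listed probe to be an agmatine coumaroyltransferase, so the probe the study had in mind is not known here. The scanner output describes 2 probes as this enzyme, both outside the list and well above background on all arrays, and they were looked up after the other results were seen. A_99_P020754 (TC340208) was at -0.76 ± 0.43 (SD, n = 3) in infected and -2.87 ± 0.91 (SD, n = 3) in mock roots, with a log2 fold change of 2.11 (standard error 0.52, adjusted p = 0.311 from limma). A_99_P195528 (TC354541) was at -0.92 ± 0.80 in infected and -2.44 ± 0.45 in mock roots, with a log2 fold change of 1.53 (standard error 0.48, adjusted p = 0.311). For both, every infected array was higher than every mock array. Neither passed the threshold here or with quantile normalization. Both passed without infected replicate 1, and A_99_P020754 with the trend and robust estimation. Over all alternatives the adjusted p lay between 0.0127 and 0.656 for the first and 0.0286 and 0.684 for the second.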

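The probe inferred to be ent-copalyl diphosphate synthase, A_99_P021179 (TC439141), was at least 17.3-fold higher in infected roots (lowest over the scalings 5.30). Its log2 fold change was 5.00 (standard error 0.53, adjusted p = 0.0681 from limma). The laccase probe A_99_P452352 (TC405342) was at least 7.91-fold higher (lowest over the scalings 2.63), with a log2 fold change of 5.07 (standard error 0.49, adjusted p = 0.0591). Neither was well above background on a mock array, and both passed with quantile normalization. The 8 probes described as laccase had a median log2 fold change of -0.76 relative to all probes with the 75th percentile and of 0.009 with quantile normalization.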

Ent-copalyl diphosphate synthase functions to synthesise gibberellin/phytoalexin [58] and laccase is an oxidase that has a role in the regulation of lignin production [59].

Two of the genes induced over 10 fold were germin-like proteins (GLP). 

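Of the 7 listed germin probes, 3 had a paper's reported fold change over 10 in S1 Dataset. A_99_P251706 passed the threshold, with a log2 fold change of 4.27 (standard error 0.34, adjusted p = 0.0448 from limma), and was at 2.02 ± 0.48 (SD, n = 3) in infected and -2.26 ± 0.35 (SD, n = 3) in mock roots. The log2 fold change of A_99_P000256 was 4.39 (standard error 0.46, adjusted p = 0.0676). A_99_P056506, which was not well above background on any mock array, was at least 18.9-fold higher (lowest over the scalings 5.71, adjusted p = 0.0949). The other 4 germin probes were brighter, with mean mock signals from 2.47 to 5.95, and had log2 fold changes of at most 2.25 and adjusted p from 0.150 to 0.311. With quantile normalization all 7 passed.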

The plant responds to the toxic effects of oxalic acid by producing the enzyme germin, which catalyzes the conversion of oxalate in the presence of O_2_ into H_2_O_2._ Proteins with 30 to 70% amino acid identities with characterised germin protein sequences are designated as germin-like proteins (GLPs) [60]. The H_2_O_2_ that is released in this reaction may play a role in plant defense as antimicrobial agents, and cross-linking of cells walls or through acting as a messenger in signal transduction pathways linked to oxidative stress signalling (reviewed by [61]). It was of interest to observe that the *R*. *solani OAH* gene was also induced in response to *R*. *solani*/wheat infection. The *S*. *sclerotiorum*–*P*. *vulgaris* interaction also resulted in an induction of an OAH homolog [62]. The *R*. *solani OAH* gene encodes a gene homologous to the enzyme oxaloacetate acetylhydrolase which has been shown to produce oxalic acid [63]. Oxalic acid is believed to act in pathogenesis through acidification of host tissues and sequestration of calcium from host cell walls and has a role in both suppressing and inducing the oxidative burst of the host plant [64–66]. Isolates of *R*. *solani* are known to produce oxalic acid and the virulence of rice infecting strains was correlated with increased oxalic acid production [67]. In addition, over-expression of a germin like oxalate oxidase in rice lead to increased resistance against *R*. *solani* [68]. In our study both wheat *GLP* and *R*. *solani OAH* were induced at both time points used, with no significant difference in expression level between time points. This co-induction of pathogen and host genes with contrasting functions suggests the interplay between wheat GLP and *R*. *solani* OAH may be important in the interaction of *R*. *solani* with wheat.

Wheat and barley germins have been shown to be induced by abiotic stress and biotic stress, although the amount of induction does not necessary correlate with the level of biotic resistance observed [69–71]. In a number of instances, overexpression of germin in Arabidopsis, canola, soybean and tomato can lead to enhanced resistance to fungal pathogens [72–76], however reverse genetic studies of oxalate oxidase in transgenic wheats did not show a role of oxalate oxidase in response to bacterial blight [77].

The enigma of ROS in plant-pathogen interactions, is that pathogens often require ROS for pathogenicity and developing infection structures, and the host requires ROS for resistance. ROS is used by the host and pathogen both directly and indirectly, as for example ROS toxicity is used to kill plant cells or fungal hyphae, while ROS also serves as an important signal molecule. Also, both pathogen and host have detoxifying enzymes to reduce the ROS damage within the organism. The temporal and spatial expression of when, where and by whom ROS is produced and its function during the wheat/*R*. *solani* interaction may hold the key to help understand the respective role(s) ROS plays for the plant and pathogen. Therefore, future research directions are likely to focus on developing experiments to improve resolution and quantification of ROS to address the specific timing and location of production during pathogen infection of plants and to be able to unequivocally distinguish ROS produced by the plant from that produced by the pathogen.

## Supporting Information

S1 Dataset Summary of differentially expressed microarray probes and their functional annotation. (XLSX) Click here for additional data file.

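The sheet on differential expression has a line for each listed probe, with the study's fold change and direction, the function and category that the study inferred by hand, and the transcripts, protein domains and TIGR contigs that the probe maps to. Another sheet tests which functions are frequent among the listed probes. The sheet of raw data pairs the background-subtracted signal of each array with a normalized value and gives the p of an unpaired t-test before and after Benjamini-Hochberg correction. From the scanner output, 82 of the 83 induced probes in the list were well above background on every infected array, 65 on all arrays, and 12 on no mock array. The 83 probes have 78 distinct target identifiers.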

S1 Fig **DAB staining of Chinese Spring (A) and Wyalkatchem (B) roots after AG8 infection**.
(PPTX) Click here for additional data file.

S1 Table Primer sequences used in this study and PCR efficiencies. (DOCX) Click here for additional data file.

# Supplementary material for: Reactive Oxygen Species Play a Role in the Infection of the Necrotrophic Fungi, Rhizoctonia solani in Wheat
**Source:** PLoS One. 2016 Mar 31;11(3):e0152548. doi: 10.1371/journal.pone.0152548
**Supplement:** S1 Fig — DAB staining of Chinese Spring (A) and Wyalkatchem (B) roots after AG8 infection.

## Slide 1
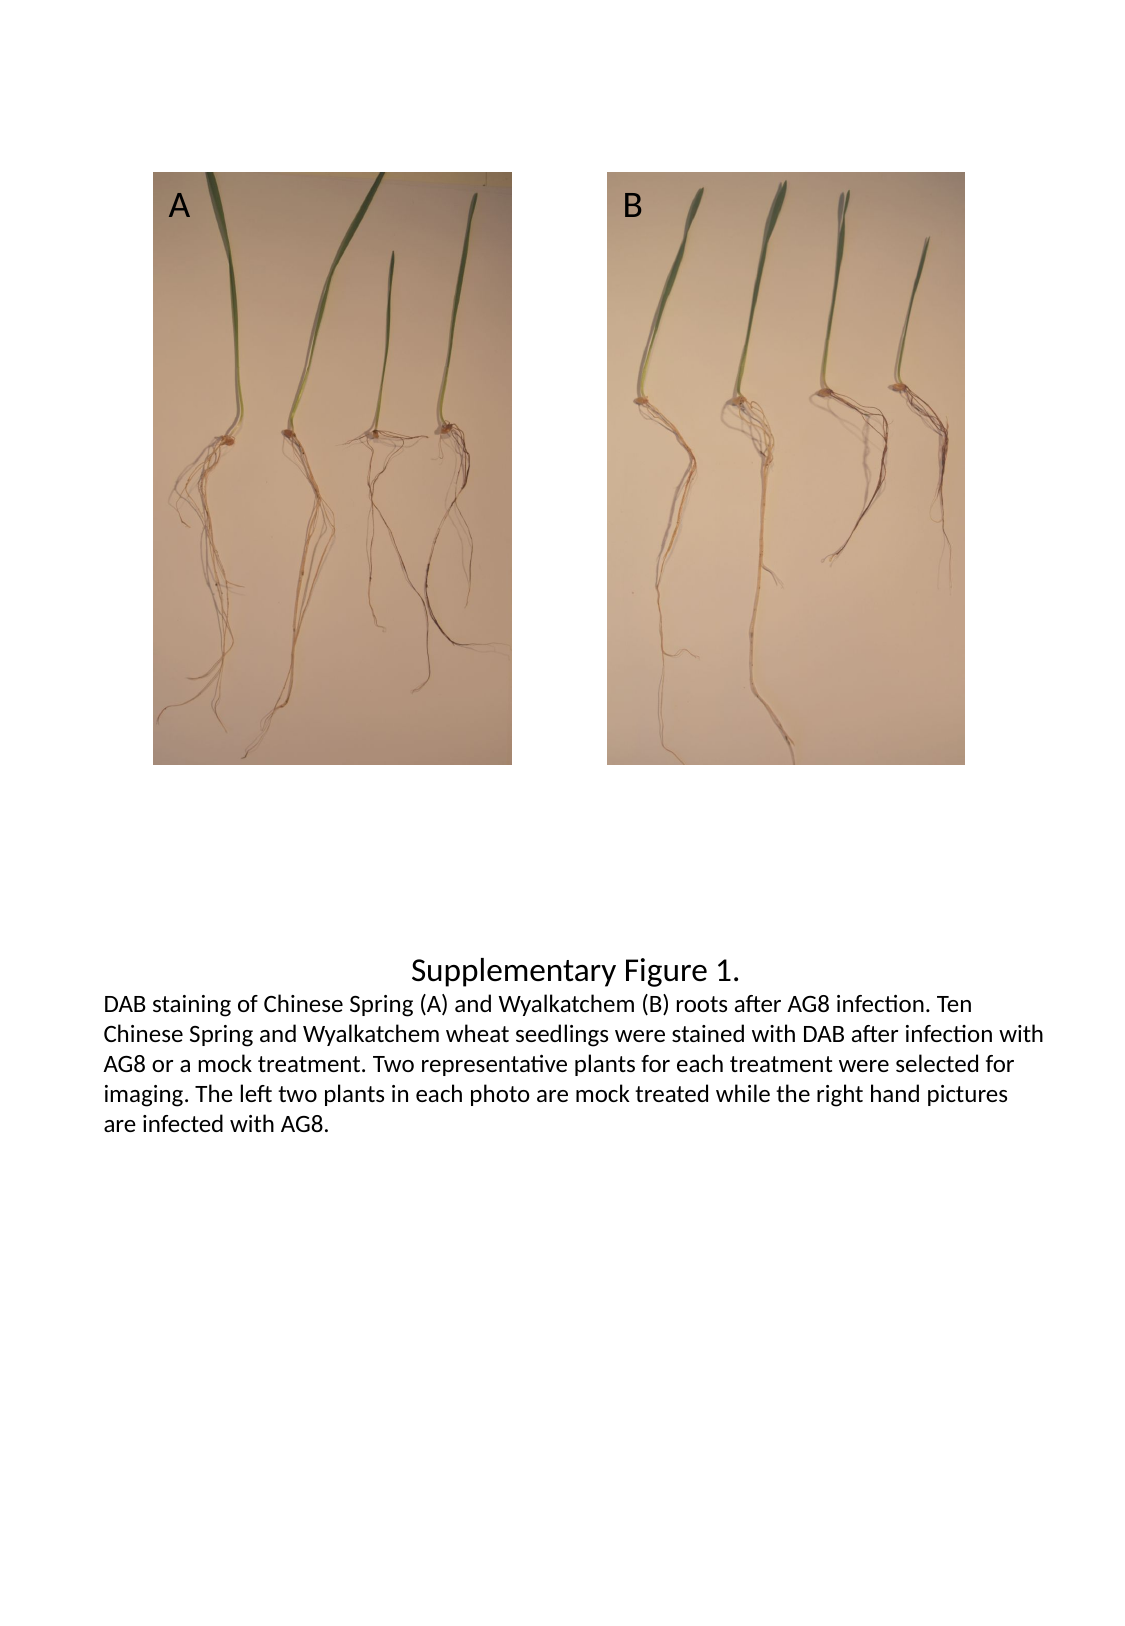

A
B
Supplementary Figure 1.
DAB staining of Chinese Spring (A) and Wyalkatchem (B) roots after AG8 infection. Ten Chinese Spring and Wyalkatchem wheat seedlings were stained with DAB after infection with AG8 or a mock treatment. Two representative plants for each treatment were selected for imaging. The left two plants in each photo are mock treated while the right hand pictures are infected with AG8.

# Supplementary material for: Reactive Oxygen Species Play a Role in the Infection of the Necrotrophic Fungi, Rhizoctonia solani in Wheat
**Source:** PLoS One. 2016 Mar 31;11(3):e0152548. doi: 10.1371/journal.pone.0152548
**Supplement:** S1 Table

Supplementary Table 1. Primer Sequences Used in this Study and PCR Efficiencies

| **Abbreviation** | **5' primer** | **3' Primer** | **Efficiencies** |
| --- | --- | --- | --- |
| ***ADP*** | GCTCTCCAACAACATTGCCAAC | GCTTCTGCCTGTCACATACGC | 2.19 |
| ***GLP1*** | CCCGATGGAGGTCAATGCGG | CTCAGTGGCGCGAGGGTGCG | 2.06 |
| ***noxA*** | TCAGGCGTCGAACACACG | CAGCCACGAGAGCTTGGG | 2.11 |
| ***noxB*** | CGCATGAGCCACCCAAGG | ACCCCGTTTATCGCTCGC | 2.13 |
| ***noxC*** | ATGGCCACTCTGCGACG | CCGGCTTCCACTCATCCC | 2.11 |
| ***noxD*** | CGACGATCCTCAGGACGC | TCTTGGCTACGTTCGCCC | 2.14 |
| ***OAH*** | TAGCTCGCACTGTCCAAATG | AACGACCATGGGAAGCATAG | 2.13 |
| ***PR10*** | AAGATGGTCGAGGCTTACC | GAAGTCGATCATGAAGCAA | 2.03 |
| ***Ribosomal Prot*** | ATGCTTGGTCTCAAAGCG | ACTTTGATCGCTGTTGCC | 1.99 |
| ***SOD*** | GTGGCCCTGTTTTCATCACT | ACGTTGTCCGAGAAATCCAG | 2.12 |
| ***TaGlu*** | CAGCATAAAGGTTTCCACGTC | GACCTTCATCCCCGGTTT | 1.96 |
| ***TmpL*** | TCCCTACCTATGGCGTCTTG | TTGCTGATGATAGCCACTGC | 2.19 |
| ***UGE1*** | CCGGCAGGTACATCTGCTGC | TCAAAGATCTCACCCAGGTC | 2.01 |

How the deposited data were processed for this re-analysis (not part of the article)

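RNA from roots of Chinese Spring wheat, 4 days after infection with R. solani AG8 or a mock treatment, was hybridised to 1-colour Agilent wheat arrays, with 3 biological replicates per treatment and 1 sample per array. Each array was assigned to its treatment and replicate by its label. The authors deposited the scanner output of each array, in which Agilent's Feature Extraction software gives intensities. These are background-subtracted with spatial detrending within the array, with a surrogate value in place of signals near or below background, and are not normalized between arrays. The authors also deposited a table of log2 values. Set against the scanner output, its values are the log2 background-subtracted signals after quantile normalization between the 6 arrays, with each probe centred on its median. The paper's text does not name the normalization, and S1 Dataset names an unpaired t-test with Benjamini-Hochberg correction.

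The background-subtracted signals were put on the log2 scale, and the 75th percentile over the wheat probes of each array was subtracted. Control spots and spots with an outlier flag were left out, spots of the same probe were averaged, and a probe needed values on at least 2 arrays per group. No filter on dim probes was used, and all 43603 wheat probes were tested. Infected and mock arrays were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all probes tested. A probe passed with a fold change of at least 2 and an adjusted p of at most 0.05. Gene families were defined by words in the probe descriptions, tested with limma's camera at a preset correlation of 0.01, and adjusted over the families of at least 5 probes. The list of induced probes, its categories and its inferred functions were read from S1 Dataset. Words for fungal and for animal proteins in the descriptions gave 2 further sets. The files were read with data.table 1.17.8 and jsonlite 2.0.0, and the plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The random slide block used statmod 1.5.0.

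The probes named are those of the genes the paper names, as listed in S1 Dataset, which gives no probe for agmatine coumaroyltransferase, and the 5 with the largest fold change in each direction among the probes that passed, with every infected array on the same side of every mock array and well above background on every array of the brighter group. No probe passed as repressed. This rule, the test and the alternatives were set before the data were examined, apart from those the closing section says were chosen later. The alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization, the median in place of the 75th percentile, cyclic loess, a common floor, a filter on dim probes, outlier spots kept, the methods' t-test, eBayes with a trend and robust estimation, replicate or slide as a block, the slide as a random block, the deposited log2 table, other thresholds, distinct targets in place of probes, fry and an estimated correlation for the families, and each array left out in turn. Where that leaves 2 arrays in a group, the spread is pooled over both groups.

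The share of spots well above background, from 60.6% to 79.9% per array, sets which probes can be measured, and the number of arrays limits the precision. The pipeline was tested on simulated data with 200 changed probes among 43596. At the residual spread of these arrays the slope of fitted on true changes was 1.01, and 5.13% of the unchanged probes had an unadjusted p under 0.05. At a much smaller spread limma recovered 99.5% of the changed probes. The RT-qPCR, the ROS stains and the fungal genes were not analysed here. The raw data sheet of S1 Dataset, of which 451 probes could be read, was used only for its headings. No genome sequence was used, so no positions were computed.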

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

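The tests of the rise of dim probes and of other groupings of the arrays for the numbers of probes were chosen only after the results were seen, while quantile normalization and the test for fungal RNA had been chosen earlier.

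Among the 39 induced probes, 23 are outside the list in S1 Dataset, and the paper does not report on them. For each of the 23, every infected array was higher than every mock array, which is why they are given here. The largest fitted change was that of A_99_P038229, described only by a wheat cDNA clone, with a log2 fold change of 7.93 (standard error 0.64, limma adjusted p = 0.0448, higher on 3 of 3 infected arrays). With any array other than infected replicate 1 left out, neither this probe nor any other passed, and its log2 fold change lay between 7.58 and 8.57. A_99_P251716, described as germin-like protein 4, had a log2 fold change of 5.54 (standard error 0.42, adjusted p = 0.0389), and is named after its values were seen. Of the 23 probes, 13 were not well above background on any mock array.

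After the 75th percentile scaling, dim probes rise on infected arrays, which could produce such calls. Quantile normalization lowers the median rise of the 10901 probes dimmest on the mock arrays from 1.93 to 0.26 without removing it. Under it 15 of the 23 probes passed too, with log2 fold changes of 2.51 or more, which argues against the rise as the whole cause for these 15. The other 8 did not pass, with log2 fold changes from 1.23 to 3.88 and adjusted p from 0.0508 to 0.456 under quantile normalization, and 6 of these were not above background on any mock array. For these 8 the rise of dim probes and a response to infection cannot be told apart. Their changes stay above the 0.26 that is left of the rise, but a true change at the edge of detection and a rise there would both lose the call.

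RNA of the fungus on the arrays is another candidate explanation for probes not detected on any mock array, which are 18 of the induced probes. The 295 probes described by a fungal protein lay 0.745 above all probes in their median log2 fold change, and the 558 described by an animal protein 0.215 above. With quantile normalization the values were 0.12 and -0.05, and 0 probes of either set were induced. The rise of the fungal set shrinks where that of dim probes does but keeps its direction, so fungal RNA and the scaling cannot be told apart for this set. As 0 of its probes were induced, it holds none of the 18, and for these RNA of the fungus stays open.

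Of the 10 ways to split the arrays into 3 and 3, only the real split, 1 of 10, gave as many induced probes, both for all induced probes and for those over 10-fold. The same held for induced probes under quantile normalization, at 1 of 10. With 10 splits the share cannot be under 0.1, so chance cannot be excluded. The split that follows the slides gave 0 probes. A response to AG8 stays open as the biological explanation and was not tested on other samples.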

How the results depend on the processing

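The alternatives that join quantile normalization or the deposited log2 table with another test, block, floor or a left-out array were chosen only after the results were seen, and the others were set earlier.

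The main counts were 39 induced, 0 repressed, 31 over 10-fold by fitted fold change, 16 of the listed probes, 6 of the ROS/redox and detoxifying probes, 3 of the 10 RT-qPCR gene probes and 7 families. In what follows, counts follow in that order where they moved by more than 1.5 times. With outlier spots kept, every count of probes was the same, and the families were not tested. Fold thresholds of 1.5 and 4 and distinct targets (37) left the induced count within that range, and an adjusted p of at most 0.01 gave 0 induced.

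With normexp and quantile normalization, 308 probes were induced and 3 repressed, and 78 listed, 31 ROS/redox and detoxifying and 10 RT-qPCR gene probes passed. With quantile normalization the counts were 199 induced, 6 repressed, 49 over 10-fold, 78 listed, 31 and 10. With cyclic loess they were 223, 5, 74 listed, 30 and 8. With the deposited log2 table they were 196, 6, 49 over 10-fold, 77 listed, 31 and 10. With the common floor they were 132, 4, 47 listed, 17 and 5. With the median in place of the 75th percentile, 0 probes passed in any of these counts, and 4 families did. That count of 0 is limma's, with 3215 higher and 3268 lower probes at an unadjusted p under 0.05 and a 2-fold change.

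The filter on dim probes left 27386 probes, with 266 induced, 7 repressed, 77 over 10-fold, 67 listed, 28 ROS/redox and detoxifying and 8 RT-qPCR gene probes, and the phospholipase D probe was not among those kept. With the trend and robust estimation 529 probes were induced, 73 repressed and 1.1e+02 over 10-fold, and 76 listed, 30 and 9 passed. With the methods' t-test 1 probe was induced, which is listed, and 0 over 10-fold, 0 ROS/redox and detoxifying and 0 RT-qPCR gene probes passed. With the slide as a random block 88 were induced, 53 over 10-fold, 38 listed, 15 and 5, at an estimated slide correlation of -0.36. With the slide block, 0 probes passed in any count. The values of same-numbered infected and mock replicates, as deviations from their group's mean, correlated across probes at 0.30, 0.0009 and 0.69, and those of different numbers at -0.69 to 0.46. With quantile normalization these were 0.17, 0.21 and 0.25, and the others lay between -0.24 and 0.06, so whether the numbers pair the samples stays open. With the replicate block, 0 probes passed in any count (7394 higher and 111 lower at an unadjusted p under 0.05 and a 2-fold change) and 4 families did. An estimated correlation gave 0 families.

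With each array left out in turn, the counts ran from 0 to 13737 induced, 0 to 82 repressed, 0 to 4004 over 10-fold, 0 to 75 listed, 0 to 30 ROS/redox and detoxifying, 0 to 9 RT-qPCR gene probes and 2 to 8 families. The highest probe counts were those without infected replicate 1, where all 39 induced probes kept their call, and every count of probes was 0 without any other array (limma, with 1044 to 4558 probes higher and 63 to 156 lower at an unadjusted p under 0.05 and a 2-fold change). The 2 families were also those without infected replicate 1, and 4 passed without mock replicate 3. With quantile normalization, leaving out infected 1 gave 811 induced and 803 repressed, infected 3 gave 156 and 4, mock 2 gave 15 and 0, and infected 2, mock 1 and mock 3 gave 0 induced.

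Quantile normalization with the replicate block or with the slide block gave 0 induced. Where limma gave 0 with quantile normalization, 866 to 1829 probes were higher and 443 to 1180 lower at an unadjusted p under 0.05 and a 2-fold change. With the methods' t-test quantile normalization gave 87 induced, 1 repressed, 20 over 10-fold, 83 listed, 31 and 10. The deposited table with the methods' t-test gave 83, 1, 20, 83, 31 and 10. The phospholipase D probe passed with quantile normalization (log2 fold change -2.23), cyclic loess (-2.45), the deposited table (-2.20), and with the methods' t-test on the quantile (-2.23) and deposited (-2.20) values. With a background floor on the quantile values its log2 fold change was 0, and 4 other probes were repressed.

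The causes of these moves were not tested, except for the higher count without infected replicate 1 and the probes repressed with quantile normalization, which the last part takes up, and except that fewer probes were tested with the filter and fewer arrays with an array left out. Of the 39 induced probes, 31 passed with quantile normalization, 32 with normexp, 23 with cyclic loess, 39 with the common floor, 37 with the filter and 38 with the trend. None of the 22 named probes other than phospholipase D reversed its direction under any alternative. Of these 22, quantile normalization, normexp and the deposited table brought 13 past the threshold, the trend and leaving out infected replicate 1 12, cyclic loess and the filter 11, the random slide block 8 and the common floor 6. The methods' t-test on quantile or deposited values brought 13 past it and lost 2, cyclic loess lost 3, and 9 were lost under the replicate block, the slide block, the median, the methods' t-test and without each array other than infected replicate 1. Signal over background limits 18 of the 39 induced probes, which have no mock array well above background.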

Differences from the paper's values

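The settings that join the methods' t-test with quantile normalization or with the deposited log2 table were chosen only after the values were seen, and so were those that join quantile normalization with a block, a background floor or a left-out array. The other alternatives were set before the data were examined. In this part a count is said to differ from the paper's where one is more than 1.5 times the other, and to be near it otherwise. A fold change differs where it also lies more than the SD of the arrays away.

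The paper's number of induced genes is 83, and 39 probes were induced here. Among the alternatives set before the data were examined, the slide as a random block, with 88, is near the paper's number, and all others differ. The 88 rests on an estimated slide correlation of -0.36, and a negative value does not show a shared slide effect. Of the settings chosen after seeing the values, the deposited table with the methods' t-test gave 83 and quantile normalization with the methods' t-test 87, while the others differ. The paper's number of repressed genes is 1, against 0 here with limma (106 probes at least 2-fold lower at an unadjusted p under 0.05). No alternative set before the data were examined gave that number, and both t-test settings chosen after seeing the values gave 1. For genes induced over 10-fold the paper's number is 20, against 31 here by fitted fold change. With probes undetected on the mock arrays at their bound it is 22, near the paper's, and under the other scalings 8 to 19 of these 31. Of the alternatives set beforehand only normexp with quantile normalization, at 26, is near the paper's, and both t-test settings chosen after seeing the values gave 20. The background floor on quantile values, also chosen after seeing the values, gave 28, and quantile normalization without mock 2 gave 15, without infected 3 59, without infected 1 76, and 0 with limma under the other settings.

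For germin the paper's number of induced genes is 5, and 1 listed germin probe passed here. Normexp with quantile normalization, quantile normalization and the deposited table gave 7, cyclic loess and the trend 6, the filter on dim probes 5 and leaving out infected replicate 1 6, while the other alternatives set beforehand differ. Of the settings chosen after seeing the values, 7 passed with both t-tests, with the background floor and with quantile normalization when infected 1 or infected 3 was left out. With quantile normalization, limma passed 0 without infected 2, mock 1, mock 2 or mock 3, and 0 with the replicate or the slide as a block. The paper's number of germin genes over 10-fold is 2, against 1 here. Normexp, cyclic loess, the common floor and the random slide block gave 2, and quantile normalization, the filter, the trend, the deposited table and leaving out infected replicate 1 gave 3, while the other alternatives set beforehand differ. Of the settings chosen after seeing the values, the background floor gave 2, and both t-tests and quantile normalization without infected 1 or infected 3 gave 3. The other settings chosen then gave 0 with limma.

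In Table 1 the paper's number of detoxifying genes is 15, against 4 probes that passed here. Normexp, quantile normalization, cyclic loess, the filter, the trend, the deposited table and leaving out infected replicate 1 gave 15, and the common floor 11. For flavonoid genes the paper's number is 9, against 1. Quantile normalization, the filter, the trend and leaving out infected replicate 1 gave 9, cyclic loess and the deposited table 8, and normexp, the common floor and the random slide block 7. For the others the paper's number is 23, against 2. Normexp gave 22, quantile normalization and the deposited table 20, the trend 19, cyclic loess 18 and leaving out infected replicate 1 17. For ROS/redox genes the paper's number is 16, against 2. Normexp, quantile normalization and the deposited table gave 16, cyclic loess, the trend and leaving out infected replicate 1 15, and the filter 13. For unknown genes the paper's number is 14, against 3. Cyclic loess and leaving out infected replicate 1 gave 13, normexp, quantile normalization, the trend and the deposited table 12, and the filter 11. In each category the alternatives set beforehand and not named differ from the paper's number, and both t-test settings chosen after seeing the values gave the paper's number. Of the other settings chosen after seeing the values, in the order detoxifying, flavonoid, others, ROS/redox and unknown, the background floor gave 15, 9, 23, 16 and 13, quantile normalization without infected 1 gave 15, 9, 22, 16 and 14, and without infected 3 it gave 14, 7, 14, 16 and 11, of which the 14 for the others is more than 1.5 times from the paper's and the rest are near or equal to it. Further from the paper's numbers, quantile normalization without mock 2 gave 1, 1, 2, 2 and 1, and without infected 2, mock 1 or mock 3, or with the replicate or the slide as a block, limma gave 0 in each category (866 to 1829 of all probes were at least 2-fold higher at an unadjusted p under 0.05).

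For the glucosyltransferase probe A_99_P376327 the paper's fold change is 6.21, against 10.6 here. Quantile normalization and the deposited table gave 6.21, the median in place of the 75th percentile 6.09, cyclic loess 5.72 and the common floor 7.98, while normexp gave 2.47. The other alternatives set beforehand differ. All settings on quantile or deposited values that were chosen after seeing the values gave between 4.5 and 7.2.

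The paper states that phospholipase D was repressed, and here its probe had a fitted log2 fold change of -0.78 and an adjusted p of 0.459. It passed with quantile normalization, cyclic loess and the deposited table. Of the settings chosen after seeing the values, it passed with both that use the methods' t-test and with quantile normalization when infected 1 or infected 3 was left out. The paper states that a majority of the induced genes belong to ROS/redox regulation or detoxification. In its own list, 31 of 83 probes (37.3%) carry these categories. Fewer of the genes over 10-fold have a known function in the paper's text than in S1 Dataset, where 18 of 20 have an inferred function. The paper gives UGE, PR5, glucosyltransferases, ornithine decarboxylase, laccase and ent-copalyl diphosphate synthase as induced. Here UGE had an adjusted p of 0.0505, ornithine decarboxylase 0.0709, laccase 0.0591 and ent-copalyl diphosphate synthase 0.0681, and of the glucosyltransferases A_99_P309551 passed and 2 did not. Of the PR5 probes A_99_P491592 passed and A_99_P244946, at 0.0736, did not. Each of the probes that did not pass here did so with normexp, quantile normalization, the filter, the trend, the random slide block, the deposited table, without infected replicate 1, and with both t-test settings chosen after seeing the values. Cyclic loess also called them, apart from ent-copalyl diphosphate synthase, and the common floor did apart from laccase and A_99_P244946. All of them were also called with quantile normalization and infected 1 or infected 3 left out, or with a background floor, which were chosen after seeing the values. The paper also names agmatine coumaroyltransferase among them, for which S1 Dataset gives no probe. Neither of the 2 probes so described in the scanner output passed here, while both did without infected replicate 1 and A_99_P020754 did with the trend.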

Other observations

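Except for the other splits of the arrays for the number of gene families, chosen earlier than those for the numbers of probes, the tests in this part were chosen only after the results were seen.

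After the 75th percentile scaling the median probe was 0.61 higher in infected roots. The negative-control spots, which have no wheat target, rose by 0.989 on the same scale. Their median equals the array's lowest signal on infected 1 and 3 (10.6 and 321) and on mock 1 and 3 (20.7 and 46.8). As these signals are background-subtracted, the rise is one of the floor of the arrays. It does not measure background, so whether the infected arrays had more background signal stays open. A compressed range of the infected arrays could also go with the shift of the median probe. The median log2 fold change was 1.93 among the 10901 probes dimmest on the mock arrays and -0.246 among the 10901 brightest. A higher floor and a compressed range may act together. The shift is on infected arrays 2 and 3, since infected 1 had a median of -0.10 among those dim probes. A change of RNA content with infection was not tested.

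With quantile normalization 6 probes were repressed, phospholipase D among them. Of these, 6 were not well above background on any infected array, where 17.0% of all probes are not, and 5 carried a surrogate value on at least 1 infected array. With a background floor on the same values 0 of the 6 were still called, which suggests that values at the floor of the infected arrays could produce these calls. A lower level in infected roots stays open, since it would leave the probes below detection as well. In all 10 splits of the arrays as many probes as the real one, 0, were repressed with the 75th percentile, so the count says nothing against chance.

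Without infected replicate 1 far more probes passed. A compressed range shared by infected 2 and 3 may account for it, since their negative controls lay at -5.21 and -3.70 after scaling, above the highest of the other arrays (-5.26), although by a small margin for infected 2. With quantile normalization the number without infected replicate 1 fell to 811, still above 199 with all arrays. Infected 1 correlated across probes more with the mock arrays (0.979, 0.965 and 0.976) than with infected 2 (0.944) or infected 3 (0.852). Genes are not independent replicates, so these are descriptions of the arrays. A mock sample under a wrong label is argued against by the 55 probes of the PR protein family, which lay 0.817 above the mean of the mock arrays in infected 1, relative to all probes. Single mock arrays lay between -0.11 and 0.31 from the other mock arrays, and infected 2 and 3 at 0.75 and 0.53.

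Over the 20852 probes well above background on every array, infected 1 correlated with infected 2 at 0.975, and with mock 1, 2 and 3 at 0.975, 0.967 and 0.978. The correlation with infected 2 is then within the range of the mock arrays, although still below that with mock 3, so the background signal of dim probes on infected 2 is consistent with part of the lower correlation over all probes. With infected 3 the correlation over these probes was 0.931, below that with every mock array, which argues against the background of dim probes on infected 3 as the whole cause. Biological variation between plants was not tested.

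In 2 of 10 splits, the real split and that of infected 1, infected 2 and mock 1 against the rest, at least as many families passed, with 7 and 8 families. Chance cannot be excluded for the number of families. The split by slide gave 0 families.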
